# Sperm mRNA Transcripts Are Indicators of Sub-Chronic Low Dose Testicular Injury in the Fischer 344 Rat

**DOI:** 10.1371/journal.pone.0044280

**Published:** 2012-08-31

**Authors:** Sara E. Pacheco, Linnea M. Anderson, Moses A. Sandrof, Marguerite M. Vantangoli, Susan J. Hall, Kim Boekelheide

## Abstract

Current human reproductive risk assessment methods rely on semen and serum hormone analyses, which are not easily comparable to the histopathological endpoints and mating studies used in animal testing. Because of these limitations, there is a need to develop universal evaluations that reliably reflect male reproductive function. We hypothesized that toxicant-induced testicular injury can be detected in sperm using mRNA transcripts as indicators of insult. To test this, we exposed adult male Fischer 344 rats to low doses of model testicular toxicants and classically characterized the testicular injury while simultaneously evaluating sperm mRNA transcripts from the same animals. Overall, this study aimed to: 1) identify sperm transcripts altered after exposure to the model testicular toxicant, 2,5-hexanedione (HD) using microarrays; 2) expand on the HD-induced transcript changes in a comprehensive time course experiment using qRT-PCR arrays; and 3) test these injury indicators after exposure to another model testicular toxicant, carbendazim (CBZ). Microarray analysis of HD-treated adult Fischer 344 rats identified 128 altered sperm mRNA transcripts when compared to control using linear models of microarray analysis (q<0.05). All transcript alterations disappeared after 3 months of post-exposure recovery. In the time course experiment, time-dependent alterations were observed for 12 candidate transcripts selected from the microarray data based upon fold change and biological relevance, and 8 of these transcripts remained significantly altered after the 3-month recovery period (p<0.05). In the last experiment, 8 candidate transcripts changed after exposure to CBZ (p<0.05). The two testicular toxicants produced distinct molecular signatures with only 4 overlapping transcripts between them, each occurring in opposite directions. Overall, these results suggest that sperm mRNA transcripts are indicators of low dose toxicant-induced testicular injury in the rat.

## Introduction

Toxicogenomics is the convergence of emerging technologies with conventional toxicological assays to identify molecular signatures resulting from toxic insult [1], [2]. The strength of these signatures is increased when they are linked to a phenotypic endpoint and dose-response and time course studies can further identify cause and effect relationships between changes in molecular profiles after toxicant exposure. For example, microarrays can measure gene transcript levels of the entire genome simultaneously and provide the foundation for understanding, characterizing, and predicting target-organ toxicity [3].

The testis is susceptible to a variety of therapeutic agents and environmental toxicants. Injury may be subtle and histopathological changes are undetectable at early time points, while serum hormones and semen analyses are not able to detect early changes in both pre-clinical studies and clinical trials [3]. Although serum inhibin B has been evaluated as a biomarker of testicular injury, this may not be a sensitive endpoint in rodents [3]. With this in mind, several studies have used toxicogenomic approaches to screen compounds for testicular toxicity [3]. Of note, one study utilized microarray analysis of the testis after acute exposures to four model testicular toxicants. The results suggested that even though there were no histopathological changes to the testis after the exposure, the gene expression changes were robust and reproducible, with some genes differentially expressed in all treatment groups [3]. It has yet to be determined whether these transcript changes were adverse or adaptive in nature; however, these data are important, because they underscore that transcriptomic profiling can identify different toxicant responses in the testis.

The cellular heterogeneity of the testis, in addition to the spatial-temporal intricacy of spermatogenesis, makes it a very complex tissue to study. Furthermore, assessing gene expression in the testis is an unrealistic endpoint when comparing pre-clinical animal studies and clinical trials, because testicular biopsy is too invasive. On the other hand, sperm, a pure population of cells produced by the testis, reflect spermatogenic function [4]. It is understood that the quantity and types of sperm mRNA transcripts may indicate the quality and productivity of spermatogenesis [5], potentially making them valuable indicators of testicular injury or dysfunction.

Previous studies have characterized the dose-response of 2,5-hexanedione (HD) and carbendazim (CBZ) exposure on the rat testis [6]–[9], making them model toxicants with predictable male reproductive effects. These toxicants can induce alterations in microtubule assembly and disrupt germ cell development (as reviewed by [10]). HD is the active metabolite of the common industrial solvent, *n*-hexane. Although the most significant exposures occur in occupational settings, humans are ubiquitously exposed to low levels of *n*-hexane as a chemical component of gasoline [11]. HD targets the Sertoli cell, the supportive cell within seminiferous tubules, and promotes rapid microtubule assembly by inducing tubulin cross-linking, altering microtubule-dependent transport in these cells [11]. This disturbs the germ cell niche by impeding seminiferous tubule fluid secretion. Disrupting the Sertoli cell microenvironment leads to germ cell apoptosis and ultimately testicular atrophy [9], [11]–[13]. Carbendazim (CBZ) is the active metabolite of benomyl, a benzimidazole fungicide used to prevent and eliminate fungal plant diseases [14] . Mammals are exposed to CBZ orally and it is readily absorbed and metabolized rapidly. Overall, CBZ has low acute toxicity but has many negative effects on the male reproductive system [9], [14]–[18]. CBZ is a Sertoli cell toxicant that binds to the beta-tubulin subunit of the tubulin heterodimer and inhibits microtubule polymerization [19]–[22]. This ultimately decreases the rate and stability of microtubule assembly. Sub-chronic exposure of adult male Wistar rats to CBZ resulted in many histopathological changes of the testis including atrophic seminiferous tubules, decreased germ cells, and increased sloughing in a dose dependent manner [15].

Taking advantage of the wealth of data on the specific dose-response and mechanistic action of these model toxicants, we hypothesized that applying toxicogenomic techniques to pure sperm populations would be a useful approach for identifying indicators of testicular injury. The goals of this project were to further develop a sub-chronic, low dose exposure paradigm for the model toxicant HD, to utilize toxicogenomic approaches to identify alterations to the caudal epididymal sperm mRNA transcriptome, and to test a panel of sperm transcripts as sensitive indicators of testicular injury, using another toxicant, CBZ.

## Materials and Methods

### Ethics Statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The Brown University Institutional Animal Care and Use Committee (Permit Number: 0906060) approved all experimental animal protocols in compliance with National Institute of Health guidelines. Animals were euthanized using carbon dioxide asphyxiation, and all efforts were made to minimize suffering.

### Animals

Adult male Fischer 344 rats (Charles River Laboratories, Wilmington, MA) weighing 175–225 grams (approximately 56–62 days of age) were allowed to acclimate for one week prior to beginning the experiment. Throughout the study the animals were maintained in a temperature and humidity controlled AAALAC accredited vivarium with a 12 hour alternating light-dark cycle. All rats were housed in community cages with free access to water and Purina Rodent Chow 5001 (Farmer’s Exchange, Framingham, MA).

### Chemicals

HD (CAS# 110-13-4, ≥99% purity), CBZ (CAS# 10605-21-7, ≥97 % purity), and all other chemicals were purchased from Sigma Aldrich (St. Louis, MO) unless otherwise noted.

### Dose Selection

Lowest-observable-adverse-effect-level doses of HD and CBZ were chosen to produce minimal but detectable testicular injury. Based on previous studies, a 3-month exposure to 0.33% HD in the drinking water or 50 mg/kg/d CBZ delivered in a corn oil vehicle by gavage was expected to produce some minimal evidence of injury in the rat testis [6]–[9].

### Administered Dose Estimation

To estimate the dose of HD administered during both the preliminary experiment and the time course, we first calculated the average daily water intake per rat for each study and adjusted it for the amount of HD in the water (0.33% v/v). The resulting value was divided by the average starting and ending weights of the rats to yield an estimated average daily intake adjusted for the density of HD (0.973 g/mL).

### Experimental Design

Three experiments examined the utility of sperm mRNAs as biomarkers of toxicant-induced testicular injury: 1) a preliminary experiment using whole-genome profiling to identify a list of genes to compare control and HD-exposed sperm; 2) a more comprehensive time course experiment examining the temporal effects of HD on candidate sperm mRNA indicators; and 3) a test experiment extending this approach to evaluate CBZ, another testicular toxicant (Figure 1).

**Figure 1:**
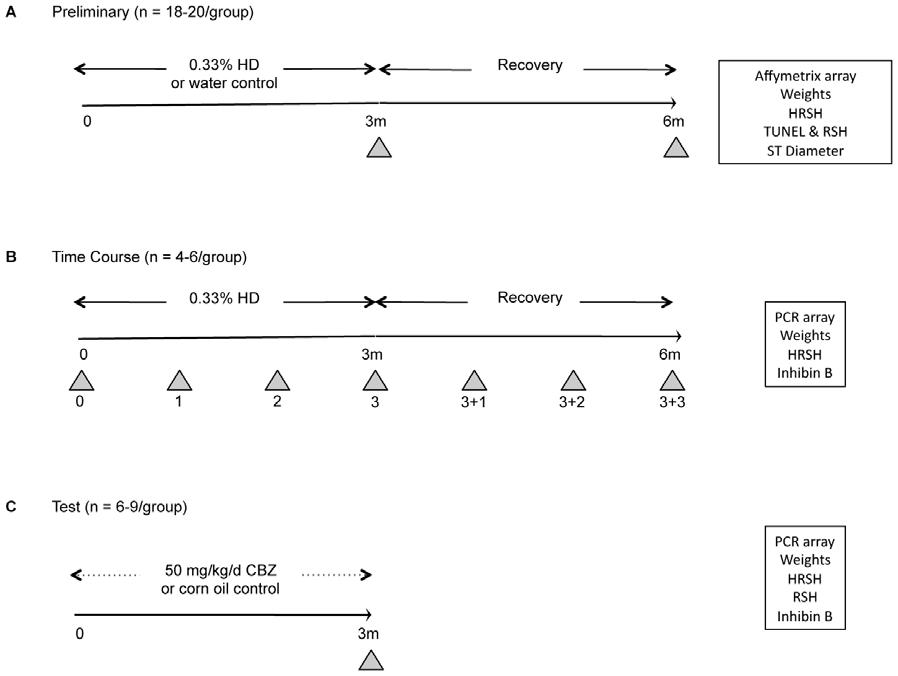
Experimental paradigms. For the Preliminary Experiment (A), rats were treated with 0.33% HD in the drinking water or water control, for 3 months. The recovery group received control water for 3 additional months. For the Time Course Experiment (B), the same study design was used as in (A), except with the addition of monthly assessments during HD exposure and post-exposure recovery. For the Test Experiment (C), rats were exposed to 50 mg/kg/d CBZ in corn oil vehicle via oral gavage (dotted lines) for 3 months. The assays conducted for each experiment are listed in the boxes on the right: HRSH = homogenization resistant spermatid head counts; RSH = enumeration of retained spermatid heads; and ST = seminiferous tubule. Grey arrowheads indicate euthanization time points.

In each of the three experiments, rats were exposed to a testicular toxicant for 3 months. Rat spermatogenesis takes approximately 8 weeks, so the 3-month exposure-window guaranteed that the sperm being evaluated would have experienced a disrupted environment throughout their development, including the time needed for epididymal transport. Two of the experimental paradigms allowed rats to recover following exposure for up to 3 additional months.

Rats were euthanized by carbon dioxide asphyxiation and the body weights and reproductive organ weights were recorded at necropsy. Left testes were fixed in 10% neutral-buffered formalin for histological examination, and a portion of each animal’s right testis was detunicated and snap frozen for the automated determination of homogenization resistant spermatid head (HRSH) counts [23]. The epididymides were weighed and the caudal regions of the epididymides were used immediately for sperm isolation and RNA extraction. The following experiments were conducted:

#### Preliminary experiment

Rats were randomly assigned to four groups: water (n = 20), HD (n = 19), water-recovery (n = 18), and HD-recovery (n = 20). HD was administered as a 0.33% solution in drinking water *ad libitum* for 3 months (HD and HD-recovery groups). Rats were necropsied after 3 months of exposure (water and HD) or after 3 months of exposure plus 3 months of additional post-exposure recovery (water-recovery and HD-recovery; Figure 1A). In addition to the common endpoints assessed in all exposure paradigms (weights and testis HRSH), testis histology (including germ cell apoptosis, seminiferous tubule diameter, and spermatid head retention) was evaluated in these animals and the sperm transcriptome was characterized by microarray analysis. Exposure to 0.33% HD is known to decrease testis weight and increase stage-specific spermatid head retention in the seminiferous epithelium, so these two endpoints were selected as positive controls to confirm of testicular toxicity [8], [23].

#### Time course experiment

Rats were randomly assigned to seven groups classified by the duration of the exposure and recovery [Months (+ Recovery); 0 (n = 4), 1 (n = 6), 2 (n = 6), 3 (n = 6), 3+1 (n = 6), 3+2 (n = 5), 3+3 (n = 5)]. The same exposure paradigm was used here as in the preliminary experiment except the rats were euthanized at 1-month intervals (Figure 1B). Serum was collected from each animal at necropsy and archived for inhibin B measurement. The sperm transcript changes were confirmed using qRT-PCR array analysis.

#### Test experiment

Rats were randomly assigned to two groups, corn oil vehicle (n = 9) and CBZ (n = 6). CBZ-exposed rats received 50 mg/kg/d CBZ suspended in corn oil via oral gavage for 3 months (Figure 1C). Testis spermatid head retention and serum inhibin B levels were measured in these animals and the sperm transcript changes were determined using qRT-PCR array analysis.

### Histological Examination

Two cross sections from the center of the formalin-fixed testes were embedded in glycol methacrylate (Technovit 7100; Heraeus Kulzer GmBH, Wehrheim, Germany) for histological examination of stage-specific retained spermatid heads (RSH) (Preliminary and Application Studies) or embedded in paraffin for detection of apoptosis by TUNEL staining with concurrent measurement of seminiferous tubule diameter (Preliminary Experiment only). The Aperio ScanScope (Aperio Technologies, Vista, CA) was used to create digital images of the microscope slides and all histological endpoints were analyzed using ImageScope software.

For the enumeration of RSH, 2 sections (3 µm) of testes from 6 randomly selected rats per treatment group were stained with periodic acid-Schiff’s reagent followed by hematoxylin counter stain (PASH). Each cross section was evaluated for seminiferous tubules in spermatogenesis stages IX-XI, each of which was required to have a major:minor axis of less than 1.5∶1 [8]. The number of RSH in the basal compartment was recorded for each stage-specific seminiferous tubule, and the counts were averaged together on an individual rat basis. The counts were log-transformed to assure normally distributed errors prior to statistical analysis.

For the evaluation of apoptosis, 2 paraffin sections (5 µm) of testes from the subset of rats utilized above were stained using the ApopTag Peroxidase *In Situ* Apoptosis Detection Kit (Chemicon, Temecula, CA) following the manufacturer’s protocol and were counterstained with methyl green. Apoptotic cells were counted in 50 random seminiferous tubules having a major:minor axis of less than 1.5∶1. The percentage of seminiferous tubules containing TUNEL positive cells was assessed. The minor axis diameter was also recorded.

### Serum Inhibin B Measurements (Time Course and Test Experiments)

Blood was collected at necropsy via cardiac puncture, samples were allowed to clot before centrifugation, and serum was isolated following standard protocols. Serum samples were stored at −80°C prior to shipment to Pfizer (Groton, CT). Serum inhibin B (pg/mL) was measured using the ACTIVE® Inhibin Gen II ELISA assay kit (REF A81301, Diagnostic Systems Laboratories, Inc., via Beckman Coulter, Inc., Brea, CA) following the manufacturer’s instructions. Duplicate samples were averaged.

### Sperm Isolation and RNA Extraction

The cauda epididymides were punctured repeatedly with 30 and 26 gauge needles, placed into micro-centrifuge tubes containing phosphate buffered saline (1X PBS, GIBCO REF 10010-023, Life Technologies, Grand Island, NY), and incubated in a water bath at 37°C for 10 minutes to allow sperm release. Following centrifugation for 3 minutes at 300× g to pellet the epididymal pieces, the supernatant was removed and centrifuged for 5 minutes at 2000× g to pellet the sperm. Pellets were incubated in a somatic cell lysis buffer (0.15 M ammonium chloride, 10 mM potassium bicarbonate, 0.1 mM EDTA (Thermo Fischer Scientific Inc., Pittsburgh, PA)) for 30 seconds prior to centrifugation at 16,100× g for 1 minute to remove any somatic cell contaminants, leaving the sperm intact. The pellet was washed with PBS and centrifuged again at 16,100× g for 1 minute. RNA was extracted from the fresh sperm using the *mir*Vana miRNA Isolation Kit (Applied Biosystems/Ambion, Austin, TX). Sperm purity was confirmed by the absence of somatic cell contaminants using bright phase microscopy and by the absence of 18/28S ribosomal RNA peaks by RNA gel electrophoresis [5], [24], [25].

### RNA Cleanup and Concentration Protocols

mRNAs were further purified and concentrated into a smaller volume. In the Preliminary Experiment, mRNAs were cleaned and concentrated using ammonium acetate and ethanol precipitation. RNAs were re-suspended in 10 µl RNAse-free water. In the Time Course and Test Experiments, mRNAs were DNase treated, and processed using Qiagen’s RNase-free DNase and RNeasy MinElute Cleanup kits (Qiagen Sciences, Germantown, MD) following the manufacturer’s protocol.

### mRNA Analyses

Sperm mRNA content was assessed for each of the three experiments using microarrays or qRT-PCR arrays. The microarray data (GEO accession number GSE34641) is MIAME compliant and has been deposited in NCBI’s Gene Expression Omnibus (GEO) database [26] as detailed in the MGED Society website http://www.mged.org/Workgroups/MIAME/miame.html.

#### Preliminary experiment

Using the Brown Genomics Core Facility, the isolated sperm mRNA (160 ng/sample) from each rat (n = 18–20/group) was processed and hybridized to Affymetrix GeneChip Rat Gene 1.0 ST Arrays (Affymetrix, Santa Clara, CA). The probe cell intensity data from the Affymetrix GeneChips was normalized, annotated, and analyzed following previously published methods [25]. The microarray data were also analyzed using Ingenuity Pathways Analysis (IPA) (Ingenuity® Systems, www.ingenuity.com). The IPA Functional Analysis program identified the molecular and cellular functions that were significantly associated with the sperm mRNA transcripts. Only transcripts meeting the q-value cutoff of < 0.05 and absolute fold change values>1.5 that were recognized in Ingenuity’s Knowledge Base were considered for the analysis. For development of the qRT-PCR array (see below), twenty-nine differentially present mRNA transcripts were selected from the microarray data based on the strength of association, magnitude of change, and biological function (Table S1).

#### Time course and test experiments

Sperm mRNAs from the Time Course and Test Experiments (4–9 rats/group) were used on a SABiosciences Rat RT^2^ Profiler Custom qRT-PCR array (SABiosciences, a Qiagen Company, Frederick, MD), which profiled the expression of 32 genes× 12 samples per 384 well plate. The 32 genes included 29 candidate genes selected above plus three plate controls (GAPDH, NM_017008; RGDC, U26919; RTC, SA_00104). The 384 well PCR plates were loaded using an epMotion 5075 LH robot (Eppendorf North America, Hauppauge, NY). The qRT-PCR reactions followed the manufacturer’s instructions using an ABI 7900 HT thermocycler (Applied Biosciences, Life Technologies Corporation, Carlsbad, CA). Raw CT values were normalized to the average of the GAPDH and RGDC control CT values and expression was analyzed using the ΔΔCT method [27] following ABI’s guidelines. The fold change ratio range was generated using the formula 2^−ΔΔCT ± SE^, with the standard error generated after calculating the average ΔCT values for each transcript.

The fold changes determined in the qRT-PCR analysis for the 12 transcripts altered in the Time Course Experiment were uploaded into Multi-experiment Viewer (MeV version 10.2) [28]. Gene tree hierarchical clustering was performed using Manhattan Distance and Average Linkage Clustering.

### Statistical Analyses

#### Preliminary experiment

For body and organ weights and histological endpoints, Student’s unpaired two-tailed t-tests were performed using the Prism 5 software (GraphPad Software, La Jolla, CA) to determine differences between treated and control (p<0.05). The linear models for microarray analysis (LIMMA) procedure [29] (R package limma) was used to fit a linear regression model for each transcript on the Affymetrix GeneChip Array for each treatment and its control. The p-values were adjusted for multiple comparisons with the qvalue package in R [30], and the log_2_ expression ratios were transformed into fold change values. Transcripts were considered statistically significant when q-value < 0.05. IPA performed a right-tailed Fisher’s exact test to calculate a p-value determining the probability that each biological function assigned to the sperm transcripts was due to chance. These p-values were adjusted for multiple comparisons within the IPA software using the Benjamini-Hochberg correction. The high-level functional categories with adjusted p-values < 0.05 were considered significant.

#### Time course experiment

One way-ANOVA with Dunnett’s correction for multiple comparisons was performed using the Prism 5 software for the weights, the histological endpoints, and the mRNA qRT-PCR array data. Data was considered significant when p<0.05.

#### Test experiment

Student’s unpaired two-tailed t-tests were performed using the Prism 5 software to determine statistical differences (p<0.05) in weights, histological endpoints, and mRNA qRT-PCR array data.

## Results

### Preliminary Experiment

Rats were exposed to approximately 234 mg/kg/d HD during this study, similar to the previously reported range for low dose HD exposure [7]. This low HD dose induced a significant decrease in average body, testis, and epididymis weights after 3 months of exposure; and all of these effects resolved after 3 months of post-exposure recovery (Figure 2A–C). While various histopathological endpoints were assessed to determine the severity of testicular injury, the only effect observed after 3 months of exposure was a 14.5-fold increase in stage-specific spermatid head retention, which also resolved after recovery (Figure 2D).

**Figure 2:**
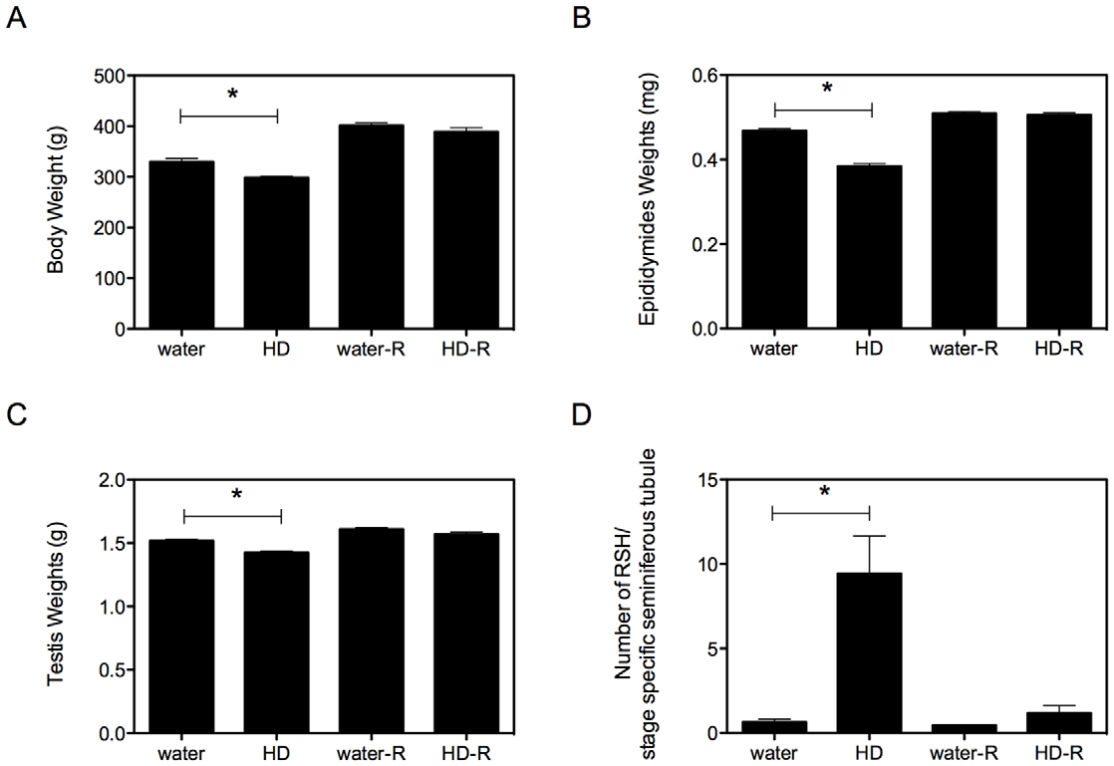
Preliminary experiment: weights and retained spermatid heads (RSH). In the Preliminary Experiment, body (A); epididymis (B); and testis (C) weights were recorded at necropsy for the four treatment groups (water and HD (black bars) and water-recovery and HD-recovery (water-R and HD-R; white bars). In addition, histological analyses of the testis were performed and the average number of RSH per stage-specific seminiferous tubule was determined (D). Data is presented as mean ± SE, and significance (* = p<0.001) was calculated for each pair of treatment and controls using Student’s unpaired two-tailed t-test. The RSH data was log-transformed prior to statistical analysis.

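Sperm RNA of 77 rats of the Preliminary Experiment was measured on Affymetrix whole-transcript rat gene arrays, 1 array per rat. The arrays covered 20 rats given water and 19 given HD, both killed at the end of the 3 months of exposure, and 18 water-recovery and 20 HD-recovery rats, killed 3 months later. HD, a toxicant of Sertoli cell microtubules, was given at 0.33% in the drinking water. The sperm came from the cauda epididymides and had passed through a buffer that the paper used to lyse somatic cells. The paper states that microscopy found no somatic cells and that RNA gels showed no ribosomal peaks. Each value describes the RNA of the sperm and of whatever other cells remained. The authors deposited 1 table with a value for each probe set (the probes of 1 transcript) on each array, with no value missing. The values ran from 2.51 to 14.63, and from this range they were taken to be log2 intensities. The paper states that the intensities were normalized following previously published methods, and the steps of these, such as the background correction, are not given in the sources used here. Array medians lay between 6.51 and 6.77 in the HD group, 6.66 and 6.76 in the water group, 6.66 and 6.78 in the HD-recovery group and 6.61 and 6.77 in the water-recovery group. Of the probe sets, 15310 carried 1 gene symbol in the platform annotation, 323 carried several and 13581 carried none, and all of them were tested. Following the paper's methods, each exposed group was compared with its own control by limma, p-values were turned into q-values by Storey's method, and transcripts at q under 0.05 were taken as altered. Log2 fold changes below are arrays labelled HD minus arrays labelled water. Their direction is opposite to that of the paper: of 77 transcripts of Table S2 that could be matched by name, 76 had the opposite sign in these arrays. The groups are named by their labels throughout, as arrays labelled HD and arrays labelled water. Arrays of 1 group differed widely. After the group means were removed, 41.9% of the variance lay on 1 component, and the median correlation of an array with the others of its group ranged from 0.83 to 0.98. The paper's tables were read first. The tests, 20 gene lists and a rule for arrays that stand apart from their group were set before the data were examined. By this rule 5 HD, 3 water, 4 HD-recovery and 2 water-recovery arrays stood apart, and all 77 arrays were kept.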

The Affymetrix array platform provided whole-transcript coverage of 27,342 genes by ∼26 probes spread across the length of each gene. Utilizing the probe cell intensity values for the entire array, LIMMA analysis identified 128 transcripts with significantly altered levels in sperm after HD exposure and 112 of these had well-characterized gene annotations (Table S2). Of these 112 transcripts, 106 were elevated in the treated sperm, with fold change values as high as 2.64. 

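In arrays labelled HD, 138 probe sets of the whole array differed from arrays labelled water (limma, n = 19 and 20 arrays), and 90 of the 138 carried 1 gene symbol, 1 carried several and 47 carried none. Of the 90 genes, 70 are listed in Table S2. The 20 fixed gene lists held 27 of the 90, and the other 63 belonged to none of them. Chemokine receptors of circulating leukocytes were among the altered transcripts: Cx3cr1, found on monocytes and macrophages, had a log2 fold change of −0.36 (SE 0.07, q = 0.0048), and Ccr2, a receptor that draws monocytes into tissue, of −0.45 (SE 0.09, q = 0.0092). Gimap4, a GTPase of lymphocytes, had −0.51 (SE 0.10, q = 0.013), and Cd4, the co-receptor of helper T cells, −0.56 (SE 0.13, q = 0.036). In all, 7 of the 39 measured leukocyte and macrophage genes were lower, none was higher and 32 did not pass the test (24 were lower when adjusted over the list alone), and all 7 are among the genes that the study listed from these samples. Of 36 measured genes of the cilium and axoneme, the structures of the sperm tail, 5 were lower and none was higher (6 lower when adjusted over the list alone). They were Dnaaf11, which the paper calls Lrrc6 and which helps to assemble dynein arms, Sclt1, Armc2, Ift81 and Kif6, with log2 fold changes of −1.08, −0.71, −0.39, −0.74 and −0.57. All 5 are among the genes that the study listed from these samples, so they are not independent evidence for the list. The cilium list as a whole did not pass (mean log2 fold change −0.05, median 0.04, camera adjusted p = 0.73), but did without the arrays that stood apart (mean −0.15, camera adjusted p = 0.031, at the preset correlation only). Of 29 heat shock and chaperone genes, 3 were lower: Sil1, an exchange factor of the chaperone BiP, Dnajb4 and Dnajc15, with log2 fold changes of −1.25, −0.86 and −0.55 (4 lower when adjusted over the list alone). These 3 too are among the genes that the study listed from these samples. Odf1, a protein of the outer dense fibres of the tail, was lower by a small amount (log2 fold change −0.22, SE 0.05, q = 0.044), the only altered transcript of 37 measured sperm and spermatid genes (5 higher and 6 lower when adjusted over the list alone). Of the 90 genes, 44 were altered without each of the 39 arrays in turn, while Dnajc15 and Odf1 lost the call in 26 of these 39 fits, Kif6 in 23, Cd4 in 21, Dnajb4 in 20 and Ift81 in 14. The number of altered transcripts was sensitive to single arrays, at 76 to 376 when each array was left out in turn, and to scaling, at 63 after array medians were centred and 352 after quantile normalization. It was 5178 with array weights, 1462 with the first principal component as a covariate and 10739 without the arrays that stood apart, and all 138 transcripts kept their sign under each of these settings.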

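By the labels, 133 of the 138 altered transcripts were lower and 5 were higher in arrays labelled HD, and of the 90 with 1 gene symbol 85 were lower and 5 higher. The largest increase was that of Clu (clusterin, a secreted chaperone made in quantity by Sertoli cells), whose log2 value was 8.15 ± 1.14 (SD, n = 19) in arrays labelled HD and 7.04 ± 0.21 (SD, n = 20) in arrays labelled water. This is a log2 fold change of 1.11 (SE 0.25, q = 0.022 from limma), or 2.16-fold, and all 19 arrays labelled HD lay above the median of the water arrays. Of the HD arrays, the 3 with the highest values of Clu (replicates 5, 4 and 14) are among the 5 that stood apart, and without the arrays that stood apart its log2 fold change was 0.63 (q = 0.00010 from limma). The other 4 increases were smaller. Alox15b, a lipoxygenase, had a log2 fold change of 0.51, Hdgfl1 of 0.35, Sh2d4a of 0.34 and Stmn1, a protein that destabilizes microtubules, of 0.24. When each of the 39 arrays was left out in turn, Stmn1 lost its call in 21 of the fits and Sh2d4a in 7, and Sh2d4a had 0.19 without the arrays that stood apart. Among the decreases, the largest with a gene symbol was that of Mtm1 (myotubularin, a lipid phosphatase), at 8.41 ± 0.70 (SD, n = 19) against 9.67 ± 0.70 (SD, n = 20), a log2 fold change of −1.26 (SE 0.21, q = 0.0020 from limma), or 2.39-fold. In 18 of the 19 arrays labelled HD its value lay below the median of the water arrays. Sil1 followed with 8.71 ± 0.89 against 9.96 ± 0.53 (SD, n = 19 and 20, q = 0.0040). Dcn (decorin, a proteoglycan of connective tissue) had a log2 fold change of −1.09 (SE 0.22, q = 0.0092), Styxl1, a catalytically inactive phosphatase, of −1.07 (SE 0.22, q = 0.012) and Gas2, a cytoskeletal protein cleaved in apoptosis, of −1.07 (SE 0.19, q = 0.0042). Tcp10b, Mfap3l, Pim1 (a survival kinase) and Bcl2l14 (a member of the Bcl-2 family) had log2 fold changes of −0.99, −0.98, −0.96 and −0.95. A covariate for the leukocyte marker mean of each array was added after the result was seen. With it Mtm1 had −0.58 (q = 0.043), Sil1 −0.57 (q = 0.059) and Dcn −0.48 (q = 0.14). Gas2 had −0.48 (q = 0.060), Tcp10b −0.46 (q = 0.094) and Styxl1 −0.43 (q = 0.16). Mfap3l had −0.36 (q = 0.19), Bcl2l14 −0.33 (q = 0.21) and Pim1 −0.32 (q = 0.21). Of these decreases only Mtm1 kept its call. Among the increases, Hdgfl1 had 0.21 (q = 0.14) and lost its call. The covariate itself differed between the groups (permutation test, two-sided, p = 0.0012), so it takes away part of the group difference whatever the cause. A lost call therefore does not show that a transcript came from leukocytes. The largest decrease of all, 2.78-fold, belonged to a probe set with no gene symbol. The excess of decreases depended on the setting: 46 were higher and 175 lower with all 4 groups in one fit, 433 and 1029 with the first principal component as a covariate, 2644 and 2534 with array weights, and 6576 and 4163 without the arrays that stood apart. With the leukocyte covariate 156 were higher and 20 lower.

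**Figure D1:**
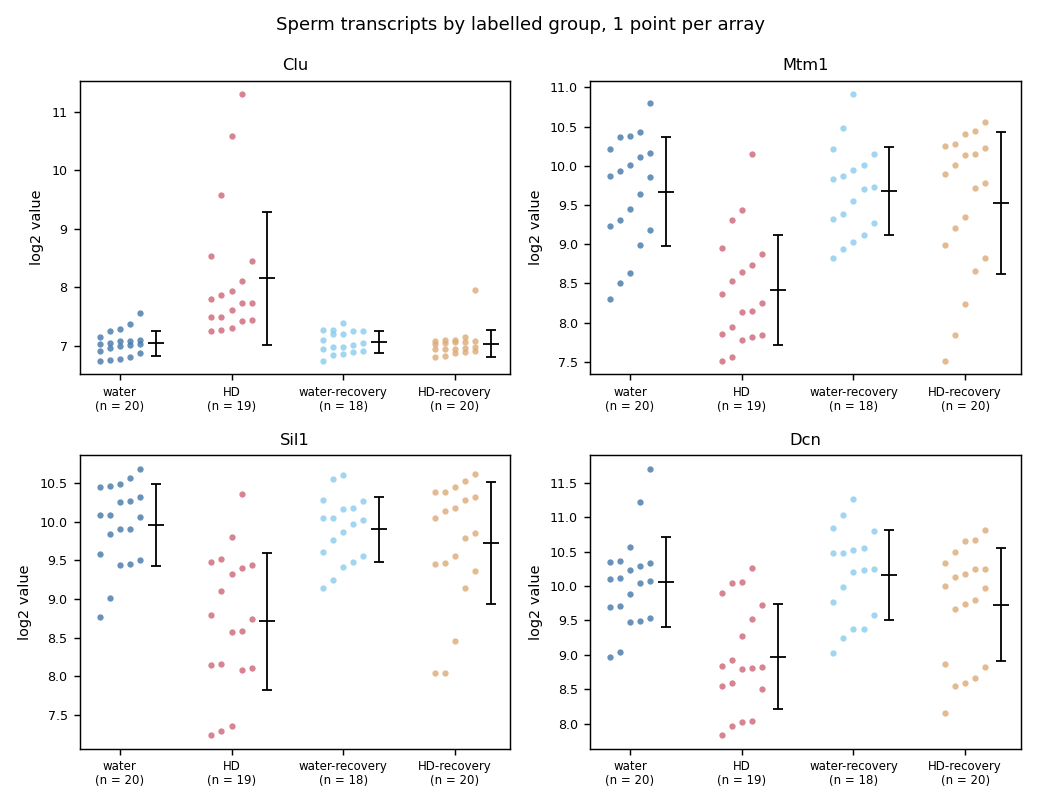
Log2 values of Clu, Mtm1, Sil1 and Dcn on the 77 arrays, grouped by label along the horizontal axis, with 1 point per array and the group mean with its SD in black. In Clu the arrays labelled HD reach 11.30 while those labelled water end at 7.56, and in the other 3 panels the HD mean is the lowest of the 4 groups.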

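After recovery, limma found 0 probe sets altered between the 20 HD-recovery and the 18 water-recovery arrays, with q-values or with Benjamini-Hochberg adjustment, and the smallest q was 0.72. At an unadjusted p under 0.05 there were 1318 probe sets, 836 with a higher and 482 with a lower mean in arrays labelled HD-recovery. The genes with the smallest p in each direction had log2 fold changes between −0.20 and 0.55. Agbl5, an enzyme that trims the tails of tubulin, had a log2 fold change of 0.24 (SE 0.06, q = 0.72), Spa17, a protein of the sperm fibrous sheath, of 0.55 (SE 0.14, q = 0.72) and Dnajc4 of 0.20 (SE 0.05, q = 0.72). Mgp, a matrix protein that inhibits calcification, had −0.15 (SE 0.03, q = 0.72), Fxyd1, a regulator of the sodium pump, −0.20 (SE 0.05, q = 0.72) and Sowahd −0.18 (SE 0.05, q = 0.72). Of the 20 gene lists, that of fibroblast and connective tissue was lower in arrays labelled HD-recovery (14 genes, mean log2 fold change −0.13, median −0.06, camera adjusted p = 5.1e-06, and adjusted p = 0.0025 with an estimated correlation), with Fn1 at −0.56 and Dcn at −0.44, though none of its genes passed over all probe sets and Mgp alone when adjusted over the list alone (1 lower). Genes of sperm and spermatids had a mean log2 fold change of 0.17 (camera adjusted p = 8.0e-08, but adjusted p = 0.42 with an estimated correlation), with 5 genes higher when adjusted over the list alone, led by Spata19 at 0.83 and Tnp1, the transition protein of condensing spermatids, at 0.74. Glycolysis (mean 0.13), oxidative phosphorylation (0.09), ribosomal protein (0.08), heat shock (0.05) and leukocyte genes (−0.10) passed in camera at the preset correlation only (adjusted p = 0.36, 0.42, 0.42, 0.47 and 0.42 with an estimated correlation). Antioxidant (mean 0.05), tubulin (0.04), cilium and axoneme (0.02) and Leydig cell genes (−0.03) did not pass (camera adjusted p = 0.098, 0.084, 0.15 and 0.068), but did without the 6 arrays of these groups that stood apart (means 0.20, 0.09, 0.10 and −0.08, camera adjusted p = 4.6e-05, 0.0085, 0.0022 and 0.037). List values without arrays are at the preset correlation only. The leukocyte mean was −0.06 without water-recovery replicate 20 and 0.04 without the arrays that stood apart (camera adjusted p = 0.56), and the heat shock mean was 0.09 and 0.08 without HD-recovery replicates 2 and 9 and 0.03 without HD-recovery replicate 19 or water-recovery replicate 8. The count of 0 held without each array in turn. It was 527 with array weights (425 higher and 102 lower) and 47 with the first principal component as a covariate (42 and 5). Without the 6 arrays of these groups that stood apart it was 8725, with more lower than higher (3411 higher and 5314 lower).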

No transcripts were significantly altered after 3 months of post-exposure recovery.

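With the added cutoff of a fold change over 1.5 in either direction, 62 of the 138 altered probe sets remained, 61 lower and 1 higher in arrays labelled HD, and 39 of the 62 carried 1 gene symbol. Clu was the only one that was higher. Among the lower transcripts, Tpi1, triose-phosphate isomerase of glycolysis, was 1.71-fold lower (q = 0.027), and Phospho1, a phosphatase of phosphocholine, 1.90-fold lower (q = 0.0092). Lyz2, the lysozyme of macrophages, was 1.94-fold lower (q = 0.042), with 16 of the 19 arrays labelled HD below the median of the water arrays. Abi2, an actin regulator of cell junctions, was the smallest of these changes among the candidates, at 1.61-fold (q = 0.027). Tax1bp1 and Bfar, both inhibitors of apoptosis, were 1.85-fold (q = 0.024) and 1.77-fold lower (q = 0.036). Tbc1d5, which regulates transport from endosomes, was 1.69-fold lower (q = 0.027), and Fank1, a protein of late meiosis and spermatids, 1.71-fold (q = 0.036). When each of the 39 arrays was left out in turn, Lyz2 lost its call in 24 of the fits, Fank1 in 22, Bfar in 21, Tpi1 in 10, Tbc1d5 in 8 and Abi2 in 6. With the leukocyte covariate, added after the result was seen, none of the lower transcripts named here kept its call. Since this covariate differed between the groups, the lost calls do not show where these transcripts came from. The sizes ran from −0.12 for Lyz2 (q = 0.36) to −0.41 for Phospho1 (q = 0.14). The number of 62 ranged from 41 (without HD replicate 2 or 12, or water replicate 7 or 10) to 122 (without HD replicate 14), and it moved to 34 after array medians were centred, 107 after quantile normalization, 275 with array weights, 144 with the first principal component as a covariate and 382 without the arrays that stood apart.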

Of the list of 112 well-annotated significantly altered transcripts, 47 transcripts met the significance and fold change cutoffs (q<0.05 and |fold change|>1.5) for subsequent Ingenuity Pathway Analysis (IPA). 

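Of 30 measured genes of apoptosis, 5 were lower in arrays labelled HD, none was higher and 25 did not pass the test (8 lower and 1 higher when adjusted over the list alone), with a mean log2 fold change of −0.22 and a median of −0.04 (camera adjusted p = 6.7e-06, but adjusted p = 0.060 with an estimated correlation). The 5 were Gas2, Pim1, Bcl2l14, Tax1bp1 and Bfar, of which Pim1, Tax1bp1 and Bfar protect cells from apoptosis. The study had picked 6 genes of the list from these samples, and the other 24 had a mean of −0.04, no altered gene and no shift that passed (camera adjusted p = 0.15, a test chosen after the result was seen). Of 31 cell cycle genes none passed (2 lower when adjusted over the list alone), and their mean log2 fold change was 0.00 (camera adjusted p = 0.91); Bub1b, a mitotic checkpoint kinase, came nearest at −0.22 (q = 0.063). Of 29 tubulins and microtubule proteins, Stmn1 alone was higher (call lost in 21 of the 39 fits without 1 array), and of 17 genes of Sertoli-germ cell junctions Abi2 alone was lower (lost in 6 of 39; 2 lower when adjusted over the list alone), and the list as a whole did not pass (mean −0.03, camera adjusted p = 0.29). Of 23 antioxidant genes none passed (2 lower when adjusted over the list alone), with a mean of −0.12 (camera adjusted p = 0.013, but adjusted p = 0.78 with an estimated correlation). Of 20 glycolysis genes Tpi1 alone was lower (1 higher and 2 lower when adjusted over the list alone), with a mean of 0.00 (camera adjusted p = 0.70), and Clu was the only altered gene of 18 Sertoli cell genes (mean 0.11, camera adjusted p = 0.064, and mean 0.07 without HD replicate 5). Stmn1, Abi2, Tpi1 and Clu are also among the genes that the study listed from these samples. The lists of spermatocytes (22 genes, mean 0.14, camera adjusted p = 0.077, and mean 0.05 without HD replicate 5), spermatogonia (12 genes, 0.03, p = 0.38), Leydig cells (9 genes, 0.03, p = 0.38), epididymal epithelium (23 genes, −0.06, p = 0.70), smooth muscle and endothelium (11 genes, 0.01, p = 0.79), oxidative phosphorylation (44 genes, −0.01, median 0.02, p = 0.96) and ribosomal proteins (66 genes, −0.04, p = 0.56) held no altered gene (adjusted over each list alone, 1 spermatocyte gene was lower and none of the others passed). Heat shock and chaperone genes (mean −0.09, camera adjusted p = 0.31) and tubulins (mean 0.04, camera adjusted p = 0.10) did not pass as lists. Sperm and spermatid genes had a mean of 0.16 (camera adjusted p = 0.012, but adjusted p = 0.78 with an estimated correlation), and of 0.08 without HD replicate 5 (camera adjusted p = 0.41). Markers of some cells other than sperm moved with the same groups. Leukocyte and macrophage genes had a mean log2 fold change of −0.28 (camera adjusted p = 4.3e-23, and adjusted p = 0.019 with an estimated correlation), and 32 of them that are in neither Table S1 nor Table S2 had −0.21 (adjusted p = 6.7e-14 and, with an estimated correlation, p = 0.032). Cd74, the invariant chain of MHC class II, was at −0.71 (q = 0.069). Erythroid genes were lower too (7 genes, mean −0.34, camera adjusted p = 7.5e-06, and adjusted p = 0.016 with an estimated correlation, and without the arrays that stood apart the same mean of −0.34 with a camera adjusted p = 0.071), with Ahsp, a chaperone of globin, the 1 altered gene (call lost in 5 of 39 fits) and Hbb, a globin of red blood cells, at −0.85 (q = 0.060). Fibroblast and connective tissue genes had a mean of −0.24 and a median of −0.07 (camera adjusted p = 2.4e-05, but adjusted p = 0.063 with an estimated correlation), and the 12 of them outside the 2 tables a mean of −0.13 (camera adjusted p = 0.0069, but adjusted p = 0.33 with an estimated correlation). The mean of the leukocyte genes outside the 2 tables was 7.10 ± 0.20 (SD, n = 19) in arrays labelled HD and 7.32 ± 0.17 (SD, n = 20) in arrays labelled water (permutation test, two-sided, p = 0.0012, and 0.0050 after adjustment for 8 such tests), and 15 of the 19 HD arrays lay below the water median. The erythroid mean was 7.41 ± 0.27 against 7.76 ± 0.23 (SD, n = 19 and 20, permutation test, two-sided, p = 0.00015, adjusted p = 0.0012), with 17 of 19 below. Without the arrays that stood apart the lists of heat shock and chaperones (mean −0.28, camera adjusted p = 1.2e-05), ribosomal proteins (−0.19, p = 4.2e-06), oxidative phosphorylation (−0.19, p = 9.3e-06) and Sertoli-germ cell junctions (−0.13, p = 0.042) passed, while sperm and spermatid genes (0.07, p = 0.51) and fibroblast genes (−0.26, p = 0.079, and −0.11, p = 0.49, outside the 2 tables) did not. These values, and those below without single arrays, are at the preset correlation only. Without HD replicate 5 the lists of heat shock and chaperones (mean −0.15, camera adjusted p = 0.015), cilium and axoneme (−0.11, p = 0.029) and Sertoli-germ cell junctions (−0.08, p = 0.032) shifted, and tubulins had a mean of −0.01. The shift of the sperm and spermatid list was lost also without HD replicate 4 or 14 or water replicate 5 or 15 (means 0.14, 0.15, 0.12 and 0.15, camera adjusted p = 0.062, 0.064, 0.11 and 0.055), that of antioxidants without HD replicate 12 (p = 0.051) and that of fibroblast genes outside the 2 tables without HD replicate 5 (p = 0.052), while ribosomal proteins shifted without HD replicate 3 (mean −0.08, p = 0.040), and the lists of spermatocytes, Sertoli cells and tubulins passed in 7, 6 and 6 of the 39 fits without 1 array (smallest camera adjusted p = 0.031, 0.037 and 0.038).

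**Figure D2:**
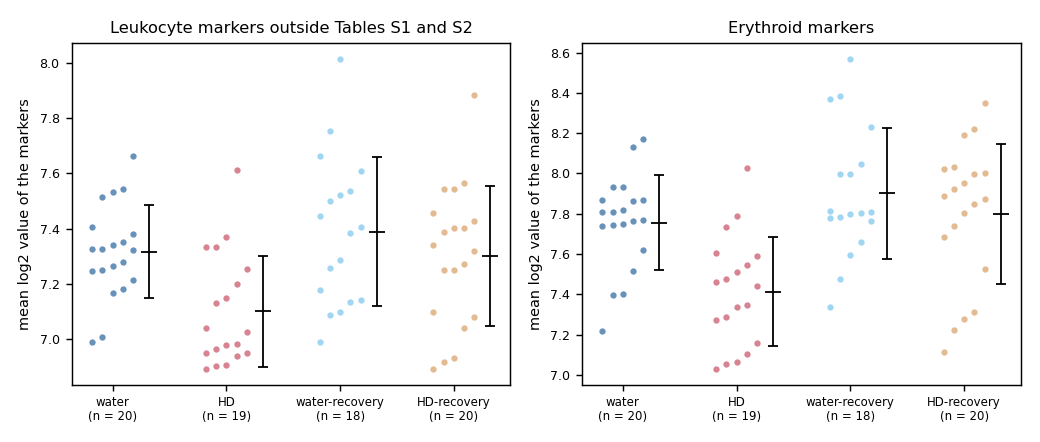
Mean log2 value of the 32 leukocyte markers outside Tables S1 and S2 (left) and of the 7 erythroid markers (right) on each array, by labelled group, with the group mean and SD in black. The HD arrays centre on 7.10 and 7.41, below the means of the 3 other groups.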

After adjusting for multiple comparisons, a list of 17 significant high-level functional categories was generated that included cell death, cell cycle, cellular assembly and organization, and cellular growth and proliferation (Table 1).

**Table 1:** Preliminary Experiment: Functional Analysis of Microarray Data.

Category	Number of qRT-PCR Candidates with This Function
Cell Death	12
Cellular Assembly and Organization	9
Cellular Movement	9
Cell-To-Cell Signaling and Interaction	7
Cellular Development	7
Cellular Growth and Proliferation	7
Small Molecule Biochemistry	7
Cellular Compromise	6
Cellular Function and Maintenance	5
Cell Cycle	4
Lipid Metabolism	4
Molecular Transport	4
Carbohydrate Metabolism	3
Antigen Presentation	2
Post-Translational Modification	2
Free Radical Scavenging	1
Gene Expression	1

Note: IPA found that these functions were enriched in the microarray study (p<0.05 after adjusting for multiple comparisons). Candidates were selected from the microarray data based on the magnitude of their fold change and biological significance.

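Of the 29 candidates of Table S1, 28 could be matched to a probe set by name, and their values had been seen in the paper's tables before these arrays were examined. At 3 months, 23 of the 28 were altered at q under 0.05, 22 lower and 1 (Clu) higher in arrays labelled HD, and 5 did not pass. All 28 passed when adjusted over the list alone, which is not independent evidence, since the study chose them on these samples. The 5 that did not pass were Sod3, an extracellular superoxide dismutase (log2 fold change −0.70, SE 0.21, q = 0.14), Vim, the intermediate filament of Sertoli cells and fibroblasts (−0.72, SE 0.18, q = 0.059), Strbp, an RNA-binding protein of spermatids (−0.74, SE 0.20, q = 0.069), Bag1, a co-chaperone that opposes apoptosis (−0.81, SE 0.20, q = 0.051), and Ptgds, a prostaglandin synthase secreted into the epididymal fluid (−0.81, SE 0.21, q = 0.069). The median log2 fold change of the 28 was −0.87. Lrrc69 had −0.95 (SE 0.21, q = 0.020), with 18 of the 19 arrays labelled HD below the median of the water arrays. The number that passed was 14 after array medians were centred, and 15 to 28 when each array was left out in turn. A covariate for the leukocyte marker mean of each array was added after the result was seen. With it Mtm1 alone of the 22 lower candidates passed (−0.58, q = 0.043). Lyz2 had −0.12 (q = 0.36) and Abi2 −0.24 (q = 0.26) with this covariate. It differed between the groups, so the lost calls do not show that the candidates came from leukocytes. No candidate changed sign when any 1 array was left out.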

Twenty-nine differentially present mRNA transcripts were selected from the microarray data for further qRT-PCR analysis based on the strength of association, magnitude of change and biological function (Table S1).

### Time Course Experiment

Consistent with the Preliminary Experiment, the estimated daily dose of HD was approximately 224 mg/kg/d. As expected with the study design, body and epididymis weights increased as the animals grew over the time course experiment when compared to time point 0 (data not shown). There were no changes in testicular weights, HRSH, or serum inhibin B levels at any time point when compared to time point 0 (data not shown).

Analysis of the qRT-PCR-array data found that 12 of the 29 candidate transcripts were significantly altered at some time point when compared to time point 0, with fold changes ranging from −20 to 20 (Figure 3 and Table S3). Few transcripts (n = 3, 2, and 6) were altered after one, two, or three months of exposure, respectively. However, there was a robust sperm mRNA response in the post-exposure phase (n = 10, 11, and 8) at time points 3+1, 3+2, and 3+3, respectively (Figure 3 and Table S3). *Clu* and *Lyz2* were decreased during exposure, while the other 10 transcripts were increased.

**Figure 3:**
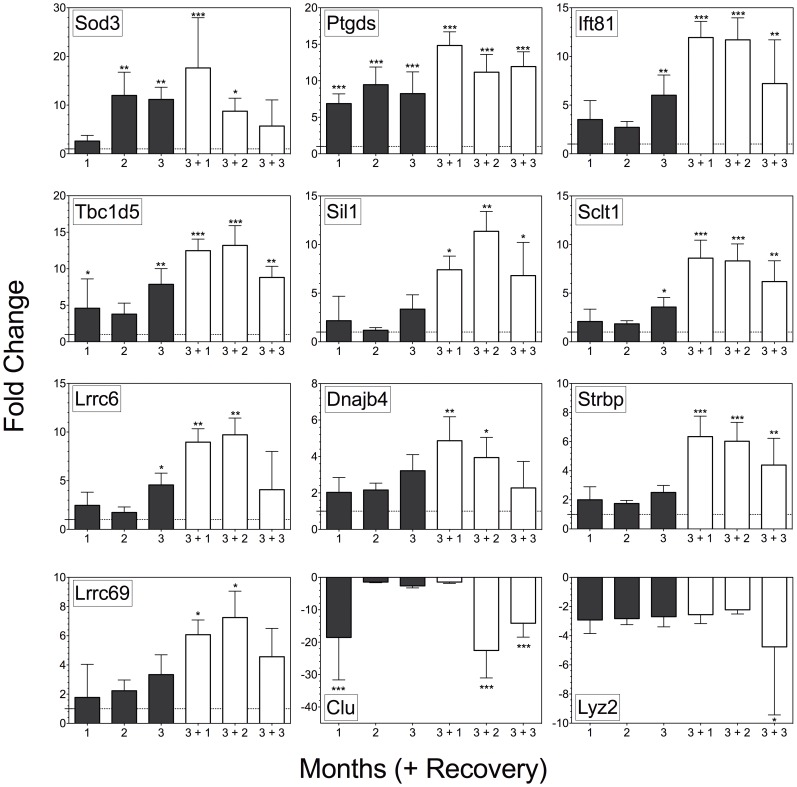
Time course experiment: transcript changes. Twelve of the 29 transcripts selected from the Preliminary Experiment showed significant alterations by qRT-PCR. ΔCT values were compared to time point 0 using one-way ANOVA with Dunnett’s correction for multiple comparisons (*** = p<0.001, ** = p<0.01, and * = p<0.05). Data are presented as mean ± range; the fold change range was generated using the formula 2^−ΔΔCT ± SE^. Black bars = treatment and white bars = recovery.

Heirarchical clustering of the 12 significantly altered transcripts from qRT-PCR-array data identified a major bifurcation in the transcript data (Figure 4), with transcripts separated by the direction of the fold change. The up-regulated cluster was further divided into two sub-clusters that were associated with the timing of the onset of the transcript change. Early changing transcripts were altered during the toxicant exposure (*Sod3*, *Ptgds*, *Tbc1d5*, and *Ift81*), and late changing transcripts were altered in sperm during post-exposure recovery (*Lrrc6*, *Sclt1*, *Sil1*, *Strbp*, *Lrrc69*, and *Dnajb4*).

**Figure 4:**
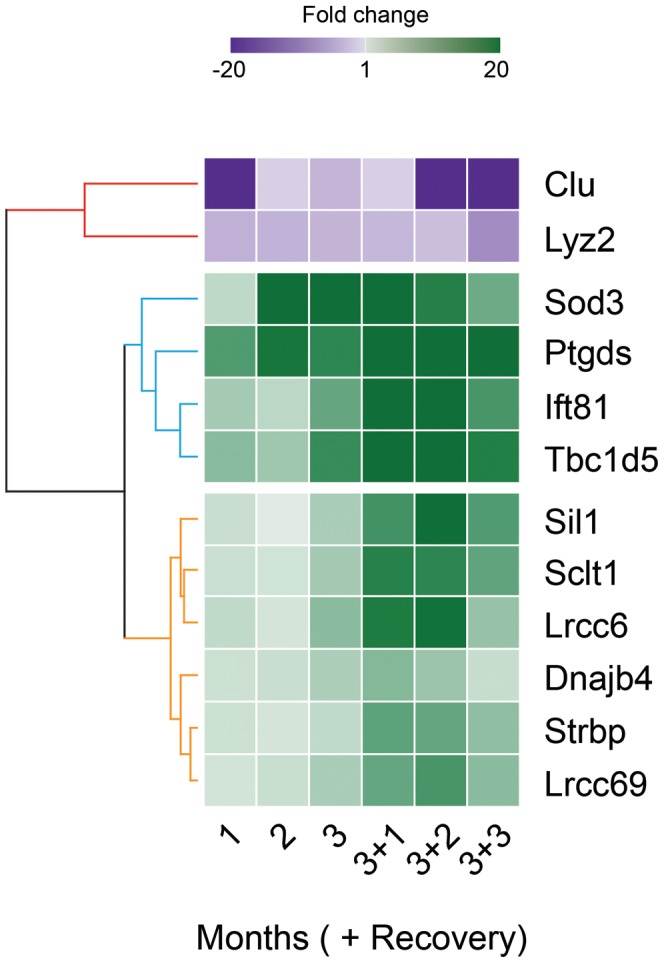
Time course experiment: heatmap displaying heirarchical clustering of qRT-PCR data. The fold changes determined in the qRT-PCR analysis (relative to time point 0) for the 12 transcripts altered at any of the six time points (columns) were clustered using Manhattan Distance. The 12 transcripts (rows) were separated via the direction of fold change (downregulated = red dendrogram; upregulated = blue and orange dendrograms). The upregulated transcripts segregated into two groups based upon the temporal onset of statistically different transcript levels, with early changing transcripts (blue dendrogram) separated from late changing transcripts (orange dendrogram). The intensity of the color for each transcript at each time point is related to the transcript level, as depicted by the bar at the top of the figure.

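On the arrays, the 28 matched candidates ran from a log2 fold change of −1.26 (Mtm1) to 1.11 (Clu) between arrays labelled HD and water, and in size from 1.61-fold (Abi2) to 2.39-fold (Mtm1). Their qRT-PCR fold changes at 3 months are the paper's in Table S4. They come from other rats, of the Time Course Experiment, and compare 3 months with time point 0. The arrays compare HD rats with water rats killed at the same time, so unlike groups are set side by side. The qRT-PCR values had the same sign as these labelled differences for 8 of the 28 and the opposite sign for 20. In the paper's own table, qRT-PCR and array columns have the same sign for 20 of 29 transcripts and opposite signs for 9. Of the 10 transcripts whose qRT-PCR value the paper marks with p under 0.05 at 3 months, all 10 have the sign of its array column, and all 10 have the sign opposite to the labelled difference here. The array sizes did not follow the qRT-PCR sizes in rank (Spearman's rho of −0.08 across the 28 transcripts, which are not independent replicates).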

Comparison of the qRT-PCR data from the Time Course Experiment with the Affymetrix array data from the Preliminary Experiment after 3 months of HD-exposure found that both platforms exhibited similar responses for the majority of transcripts. However, the qRT-PCR array had a greater dynamic range (−2.74 to 11.16 fold compared to −2.11 to 2.37 fold; Table S4). Only 6 of the 29 qRT-PCR array transcripts were significantly altered at 3 months when compared to time point 0 via one-way ANOVA with Dunnett’s correction for multiple comparisons (Table S4). Analyzing the qRT-PCR array data using Student’s unpaired two-tailed t-test comparing 0 and 3 months resulted in 10 significantly altered transcripts, with 4 additional transcripts approaching significance (p<0.09) (Table S4).

### Test Experiment

Body, testis, and epididymis weights of CBZ-exposed rats were similar to those of corn oil controls (data not shown). There were no changes in the number of HRSH in the testis after CBZ-exposure; however, CBZ increased the number of RSH in the testis 3.4-fold (p = 0.03). In addition, serum inhibin B levels were decreased in CBZ-exposed animals (p = 0.01). Eight of the 29 qRT-PCR array transcripts were altered in sperm after exposure to CBZ, with an additional two nearly significant (p<0.06). The fold changes for these transcripts ranged from −2.70 to 21.58 (Table 2). Of these 10 transcripts, 4 corresponded with the transcripts that were altered in the Time Course Experiment after HD exposure.

**Table 2:** Test Experiment: Fold Change Ratios for Altered Transcripts.

Transcript	Mean (range)^a^	p-values^b^
*Clu*	21.58 (26.94, 17.30)	<0.0001
*Sil1*	0.37 (0.51, 0.27)	0.0032
*Fank1*	2.44 (3.50, 1.70)	0.014
*Abi2*	2.50 (2.92, 2.15)	0.016
*Bag1*	2.69 (3.96, 1.83)	0.020
*Mfap3l*	2.29 (3.35, 1.56)	0.026
*Ift81*	0.47 (0.65, 0.33)	0.039
*Ptgds*	0.46 (0.63, 0.34)	0.047
*Bcl2l14*	2.26 (3.51, 1.46)	0.058
*Pim1*	1.95 (2.71, 1.40)	0.058

a The fold change range was generated using the formula 2^−ΔΔCT ± SE^.

b P-values were generated using Student’s unpaired two-tailed t-test.

## Discussion

This study demonstrates the utility of toxicogenomic approaches to detect evidence of testicular injury in sperm. The transcript changes initially identified by microarray analysis were confirmed using qRT-PCR arrays in two additional toxicant exposure paradigms. A time course experiment was performed to validate the alterations in sperm transcripts and to examine the time dependence of the HD effect. Over the time course of HD exposure and post-exposure recovery, we observed dynamic changes in sperm transcript content. Significant differences in steady state transcript levels for 12 of the 29 candidates were identified at various time points, with the most robust response occurring in the post-exposure recovery period. This was an unexpected finding because the microarray data suggested that the phenotypic and transcriptomic indicators of injury resolved 3 months after exposure cessation. 

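The difference between the HD effect at 3 months and the HD effect after recovery was tested over all 77 arrays with limma, and 0 probe sets passed (smallest q 0.46, and 987 probe sets at an unadjusted p under 0.05). In this fit, with adjustment over all probe sets, the loss of the HD difference was shown for no single transcript. Rps6ka5, a kinase that phosphorylates histones, came nearest: its log2 fold change was −0.31 (SE 0.05, q = 0.0020) at 3 months and 0.03 (SE 0.05) after recovery, a difference of −0.35 (SE 0.08, q = 0.46). Wdr7 and Spsb3 differed by −0.53 (SE 0.13, q = 0.82) and −0.42 (SE 0.10, q = 0.82), and Clu by 1.14 (SE 0.26, q = 0.71). Clu stood at 7.04 ± 0.24 (SD, n = 20) in arrays labelled HD-recovery and 7.06 ± 0.18 (SD, n = 18) in arrays labelled water-recovery. Of the 28 candidates, 27 had a negative log2 fold change after recovery, none above 0.44 in size, with a median of −0.13, and 0 were altered, also when adjusted over the list alone. Their effects differed between the 2 time points for 25 of 28 when adjusted over the list alone, a list that the study chose for its difference at 3 months. The count of 0 over all probe sets was 9833 with array weights, 356 with the first principal component as a covariate and 19019 without the arrays that stood apart. In this last setting 27 of the 28 candidates had a positive log2 fold change after recovery, and 10 were altered, all higher in arrays labelled HD-recovery. The arrays left out lay on 1 side in both HD groups and in the water-recovery group. On the first component all 5 HD arrays and the 2 water-recovery arrays were above their group medians. All 4 HD-recovery arrays were below theirs, and of the 3 water arrays 2 were above and 1 below. The paper reports that the effects on weights and retained spermatid heads had resolved after recovery. It proposes from its array data that the signs of injury had resolved by 3 months after exposure. It names a difference in the sensitivity of the platforms as the most likely reason that qRT-PCR still found changes.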

The differences between the microarray and qRT-PCR recovery data are most likely due to differences in the sensitivity of the platforms, with the qRT-PCR arrays being more robust than the microarrays [31], [32] (Table S4).

Heirarchical clustering suggested a time-dependence to the transcript changes. The temporal dependence may result from effects to distinct germ cell populations during spermatogenesis, with later changing transcripts altered in spermatogonia, which have a long maturation sequence to undergo, and earlier changing transcripts disrupted in spermatids or spermatocytes, which take less time to mature into sperm. Sertoli cells support developing germ cells by creating a nurturing microenvironment that facilitates spermatogenesis. Sertoli cell toxicants alter this microenvironment and disrupt spermatogenesis. Our data suggests that exposed sperm contain abnormal transcript content. It is known that the pool of RNAs in mature spermatozoa represent a significant proportion of the RNAs synthesized prior to transcriptional arrest [33], so it is possible that these transcripts are leftover cell survival signals during early spermatogenesis. It is also possible that the regulation of these transcripts was purposefully altered to prepare sperm for embryogenesis in a stressful environment. On the other hand, the Sertoli cells or epididymal epithelial cells may be transferring transcripts to the sperm directly, and toxicant exposure could affect these processes. It has been previously hypothesized that sperm can take up foreign mRNAs, and *Clu*, a putative Sertoli cell mRNA, may be one of these transcripts [34]. Future work will investigate whether the epididymal epithelial cells or Sertoli cells directly provide the developing sperm with transcripts, or if the germ cells alter their own transcript content during the early stages of spermatogenesis in response to environmental changes.

The panel of sperm mRNA indicators identified by HD exposure was tested with another Sertoli cell toxicant, CBZ. No changes in body or reproductive weights were observed after low dose sub-chronic exposure to CBZ, but histology (an increase in RSH) and serum analysis (a decrease in inhibin B) provided evidence of subtle testicular injury. The HD-generated qRT-PCR array transcript panel was predictive of testicular injury resulting from CBZ exposure, with 10 of the 29 transcripts altered.

Although HD and CBZ both target the same cell-type within the testis (the Sertoli cell), the qRT-PCR data identified toxicant-specific alterations in the sperm transcriptome (Figure 5). This may be explained by the opposing actions of these two toxicants on the Sertoli cell microtubules, and highlights the potential of the qRT-PCR array panel to detect specific transcriptional signatures for different toxicants. HD promotes and stabilizes microtubule assembly by cross-linking tubulin, while CBZ inhibits microtubule assembly by binding the β-tubulin subunit of the αβ-tubulin heterodimer [9], [19]–[22]. Even though the toxicant mechanisms of actions differ, they ultimately produce similar phenotypic alterations in the seminiferous epithelium, including sloughing and RSH [9]. In this study, RSH were increased 14.5-fold by HD and 3.4-fold by CBZ. Our results suggest that RSH is an appropriate phenotypic anchor for determining Sertoli cell toxicity due to low dose sub-chronic exposures. However, the comparison of the RSH for the two toxicants highlights the fact that the doses we selected for each toxicant were not equipotent. The differences in the severity of the injury may also explain why the two toxicants produced dissimilar transcript profiles. Additional low-dose HD experiments are now underway in our laboratory to test this hypothesis.

**Figure 5:**
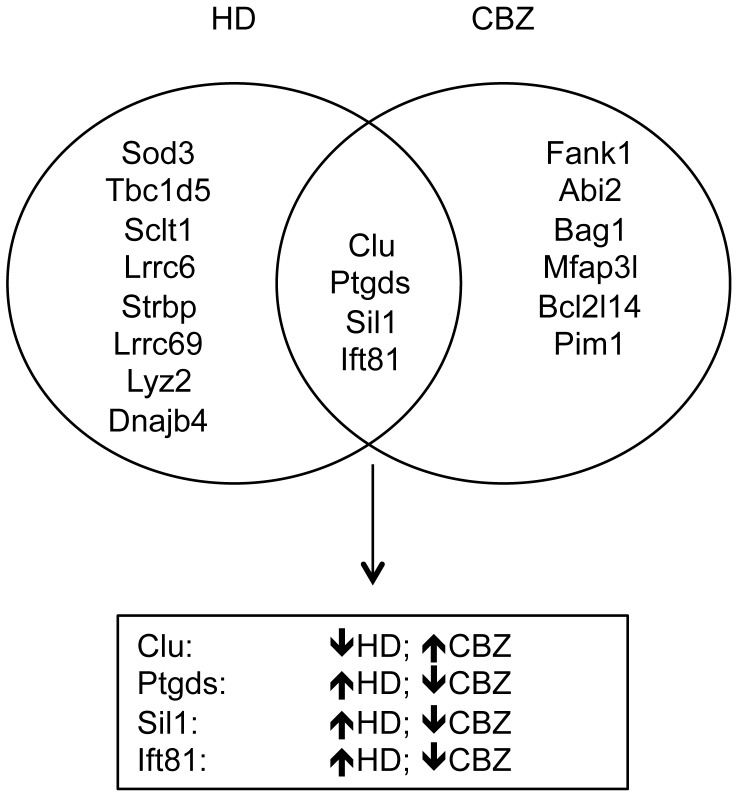
Venn diagram relating transcript profiles for HD and CBZ. A comparison of the sperm transcripts altered by HD and CBZ exposure identified 4 transcripts significantly altered by both exposures; however, the direction of change differed. The direction of the arrowhead indicates the direction of change of the transcript induced by toxicant exposure with up being upregulated and down being downregulated.

Exposure to low dose HD induced alterations in sperm transcripts associated with stress response and apoptosis inhibition, possibly reflecting adaptive mechanisms invoked to maintain homeostasis in the developing germ cells. For example, SOD3 is an extracellular superoxide dismutase responsible for the removal of reactive oxygen species, and recent studies have suggested that SOD3 has an important role in regulating cellular signaling networks that reduce the development of injury and apoptosis [35]. In addition, DNAJB4 is a member of the DNAJ/HSP40 protein family, which participate in many cellular processes, including protein translation, folding, unfolding, translocation, and degradation; these proteins stimulate ATPase activation of heat shock 70 chaperone proteins to protect cells from stress [36], [37]. This hypothesis is consistent with our histopathology results that showed no changes in GC apoptosis after the 3-month exposure to HD.

Low dose CBZ exposure altered sperm transcripts associated with cell junctions and apoptosis. At higher doses, CBZ induces germ cell apoptosis in the testis and increases sloughing, which is the premature release of the germ cell from the Sertoli cell crypts. ABI2 is important for dynamic actin cytoskeleton remodeling at adherens junctions, which are important for Sertoli cell-germ cell interactions, including the movement of germ cells from the basement membrane to the lumen of the seminiferous tubules during spermatogenesis [38], [39]. BAG1 plays many roles in promoting cell survival and can interact with proteosomes and heat shock proteins to prevent cell death [40]. Our data showed an induction of these two transcripts, suggesting these mRNAs may reflect a germ cell response to prevent injury and apoptosis.

The qRT-PCR studies identified 4 transcripts (*Clu*, *Ptgds*, *Sil1*, and *Ift81*) that were found in sperm from both HD and CBZ exposed rats associated with functions important for stress response and spermatogenesis. CLU is a glycoprotein involved in many biological processes, including protecting cells from injury, mediating apoptosis, and influencing the differentiation and maturation of germ cells [41]. *Clu* mRNA has previously been detected by qRT-PCR in porcine spermatozoa, and sperm are hypothesized to deliver the *Clu* mRNA transcript to the oocyte to support its subsequent development after fertilization [42], [43]. PTGDS catalyzes conversion of prostaglandin H2 to prostaglandin D2, a major prostaglandin that regulates many bodily functions including sleep, body temperature, hormone release, and odor responses [44]. *Ptgds* mRNA has been measured in Sertoli cells and germ cells, and in the epididymis [44], where the protein product is an important component in the seminal fluid and may have a role in fertilization [45], [46]. SIL1 is an adenine nucleotide exchange factor for the heat-shock protein 70 member HSPA5/BiP [47], [48]. Defects in this gene have been implicated in Marinesco–Sjögren syndrome, which commonly presents with hypogonadism [48]. Heat-shock proteins are important for proper gametogenesis and embryogenesis, and induction of heat-shock protein-related mRNAs in sperm due to environmental stress could benefit the embryo after fertilization [49]. IFT81, also known as CDV-1, is necessary for the assembly and maintenance of eukaryotic cilia and flagella [50]. *Cdv-1R* mRNA is predominantly expressed in the testis with expression increasing with male sex maturation and onset of spermatogenesis [51]. In addition, *Cdv-1R* mRNA has been localized to the epididymis and may play an important role in sperm maturation [52]. Interestingly, the direction of change for all 4 transcripts differed between the two toxicants, and this may be due to the opposing actions of HD and CBZ on the microtubules within the Sertoli cell. Future research in our laboratory will further characterize these mRNA transcripts using comprehensive dose response studies and additional testicular toxicants.

Eighteen of the 29 sperm transcripts identified by microarrays as indicators of testicular toxicity were verified by subsequent qRT-PCR array analysis. We were unable to observe statistically significant changes for the other 11 sperm transcripts identified by microarray, and this may be due to the smaller sample size for the qRT-PCR studies (n = 4–9 compared to the ∼18–20). The 11 transcripts that did not change on the qRT-PCR array could also have been false positives on the microarray.

We have used a novel molecular based approach to identify sperm transcript changes after exposure to well characterized testicular toxicants. Given the novelty of this observation, we do not yet know whether these transcript alterations are shared manifestations of testicular injury in general across multiple species, or are chemical-specific in the rat. This study provides a proof-of-principle for the development of sperm indicators of testicular injury and suggests that measuring sperm mRNAs is a promising approach for screening toxicant-induced testicular injury. These data build upon our existing knowledge of testicular toxicity in animal models and develops the foundation required to extrapolate these observations to additional testicular toxicants and across species.

## Supporting Information

Table S1 Candidate Transcripts Selected from Microarray for qRT-PCR
(DOCX) Click here for additional data file.

Table S2 Preliminary Experiment: Transcripts Altered in Sperm after 2,5-Hexanedione Exposure via Microarray Analysis
(DOCX) Click here for additional data file.

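Table S2 lists 112 transcripts with their p-value, q-value and fold change at 3 months, 106 with a positive and 6 with a negative fold change, under 108 different names. Of these, 77 could be matched by name to a gene with a single symbol on the arrays and were listed once. Across the 77, the log2 fold changes of arrays labelled HD against arrays labelled water had a correlation of −0.994 with the log2 of the fold changes in Table S2 (genes are not independent replicates), and the median ratio of their sizes was 1.02. In 76 the sign was opposite and in 1 it was the same: Uqcrc2, a subunit of respiratory complex III, had a log2 fold change of −0.04 here (q = 0.99). At q under 0.05, 68 of the 77 were altered here. After recovery their median log2 fold change was −0.06 and none was altered.

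**Figure D3:**
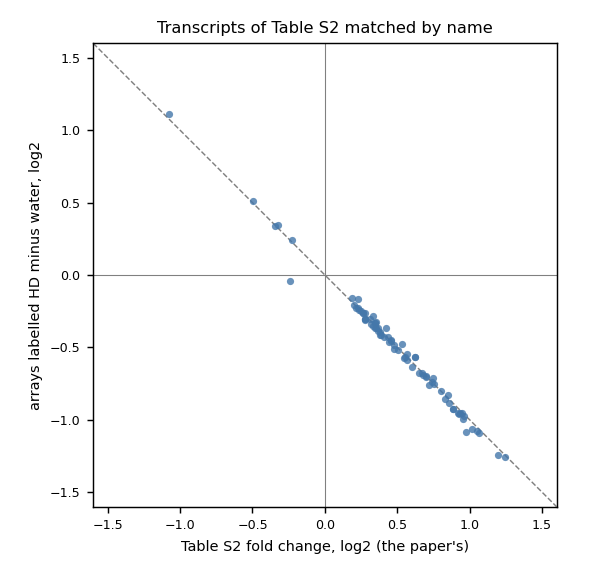
Log2 fold changes of the 77 matched transcripts, with those of Table S2 (the paper's) on the horizontal axis and those of arrays labelled HD minus arrays labelled water on the vertical axis. The dashed line marks values of equal size and opposite sign, and all points but Uqcrc2 lie in the 2 quadrants of opposite sign.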

Table S3 Time Course Experiment: Fold Change Ratios for Transcripts Significantly Changed after 2,5-Hexanedione Exposure
(DOCX) Click here for additional data file.

Table S4 Time Course Experiment: Fold Change Comparisons After 3 Months of 2,5-Hexanedione Exposure
(DOC) Click here for additional data file.

# Supplementary material for: Sperm mRNA Transcripts Are Indicators of Sub-Chronic Low Dose Testicular Injury in the Fischer 344 Rat
**Source:** PLoS One. 2012 Aug 31;7(8):e44280. doi: 10.1371/journal.pone.0044280
**Supplement:** Table S1 — Candidate Transcripts Selected from Microarray for qRT-PCR

| **Table S1. Candidate Transcripts Selected from Microarray for qRT-PCR** | | |
| --- | --- | --- |
| **Transcript** | **Refseq #** | **Gene Ontology** |
| *Sil1* | NM_199376 | binding; unfolded protein binding |
| *Mtm1* | NM_001013047 | hydrolase activity; intermediate filament binding; phosphatase activity |
| *Lrrc6* | NM_001025659 | unknown |
| *Styxl1* | NM_001037788 | hydrolase activity; protein tyrosine/serine/threonine phosphatase activity; intracellular signal transduction |
| *Dcn* | NM_024129 | collagen binding; extracellular matrix binding; glycosaminoglycan binding; protein N-terminus binding |
| *Gas2* | XM_574454 | apoptotic process; cell cycle; cell cycle arrest; cellular component |
| *Tcp10b* | XM_217868 | unknown |
| *Mfap3l* | NM_001012049 | integral to membrane; plasma membrne |
| *Bcl2l14* | NM_001024338 | protein kinase binding; regulation of apoptosis |
| *Pim1* | NM_017034 | cell cycle; cell proliferation |
| *Lrrc69* | XM_001055887 | unknown |
| *Lyz2* | NM_012771 | hydrolase activity; lysozyme activity |
| *Phospho1* | XM_220877 | phosphatase activity |
| *Tax1bp1* | NM_001004199 | kinase binding; anti-apoptosis |
| *Dennd1a* | XM_231184 | SH3 domain binding; synaptic vesicle endocytosis |
| *Dnajb4* | NM_001013076 | heat shock protein binding; protein folding |
| *Clu* | NM_053021 | misfolded protein binding; anti-apoptosis; cellular response to transcription factor stimulus |
| *Bag1* | XM_216377 | chaperone binding; anti-apoptosis |
| *Ptgds* | NM_013015 | fatty acid biosynthesis; prostaglandin biosynthesis |
| *Bfar* | NM_001013125 | metal ion binding; anti-apoptosis |
| *Tpi1* | NM_022922 | isomerase activity; carbohydrate metabolic process |
| *Fank1* | NM_001008347 | unknown |
| *Sod3* | NM_012880 | metal ion binding; superoxide dismutase activity |
| *Vim* | NM_031140 | intermediate filament organization |
| *Ift81* | NM_199120 | cell differentiation; spermatogenesis |
| *Strbp* | NM_053416 | RNA binding; cell differentiation; cell component movement; spermatogenesis |
| *Tbc1d5* | XM_576503 | Rab GTPase activator activity |
| *Sclt1* | NM_153740 | clathrin binding; sodium channel regulator activity |
| *Abi2* | NM_173143 | SH3 domain binding; cellular component movement; cell migration |

# Supplementary material for: Sperm mRNA Transcripts Are Indicators of Sub-Chronic Low Dose Testicular Injury in the Fischer 344 Rat
**Source:** PLoS One. 2012 Aug 31;7(8):e44280. doi: 10.1371/journal.pone.0044280
**Supplement:** Table S3 — Time Course Experiment: Fold Change Ratios for Transcripts Significantly Changed after 2,5-Hexanedione Exposure

| **Table S3. Time Course Experiment: Fold Change Ratios for Transcripts Significantly Changed after 2,5-Hexanedione Exposure** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| **Transcript** | **1** | **2** | **3** | **3+1** | **3+2** | **3+3** |
| *Clu* | 0.05*^a^*  (0.09, 0.03) | 0.69  (0.79, 0.60) | 0.38  (0.47, 0.31) | 0.69  (0.88, 0.54) | 0.04*^a^*  (0.06, 0.03) | 0.07*^a^*  (0.09, 0.05) |
| *Ptdgs* | 6.88*^a^*  (8.21, 5.76) | 9.47*^a^*  (11.88, 7.55) | 8.24*^a^*  (11.22, 6.05) | 14.82*^a^*  (16.69, 13.16) | 11.17*^a^*  (13.61, 9.17) | 11.95*^a^*  (13.97, 10.21) |
| *Sod3* | 2.61  (3.78, 1.80) | 11.98*^b^*  (16.75, 8.57) | 11.16*^b^*  (13.67, 9.12) | 17.64*^a^*  (27.95, 11.14) | 8.75*^c^*  (11.41, 6.71) | 5.69  (11.07, 2.93) |
| *Ift81* | 3.52  (5.46, 2.27) | 2.71  (3.32, 2.22) | 6.02*^b^*  (8.09, 4.47) | 11.94*^a^*  (13.60, 10.49) | 11.70*^a^*  (13.96, 9.81) | 7.22*^b^*  (11.70, 4.45) |
| *Tbc1d5* | 4.59*^c^*  (8.61, 2.45) | 3.78  (5.29, 2.70) | 7.86*^b^*  (10.01, 6.17) | 12.48*^a^*  (14.06, 11.07) | 13.19*^a^*  (15.90, 10.95) | 8.81*^b^*  (10.34, 7.50) |
| *Sclt1* | 2.08  (3.36, 1.29) | 1.85  (2.17, 1.57) | 3.57*^c^*  (4.56, 2.97) | 8.60*^a^*  (10.45, 7.08) | 8.32*^a^*  (10.07, 6.87) | 6.20*^b^*  (8.34, 4.61) |
| *Lrrc6* | 2.46  (3.82, 1.59) | 1.74  (2.30, 1.31) | 4.57*^c^*  (5.78, 3.61) | 8.96*^b^*  (10.34, 7.76) | 9.71*^b^*  (11.43, 8.25) | 4.08  (8.01, 2.08) |
| *Sil1* | 2.17  (4.68, 1.00) | 1.18  (1.46, 0.96) | 3.35  (4.83, 2.33) | 7.41*^c^*  (8.81, 6.23) | 11.36 *^b^*  (13.41, 9.62) | 6.81*^c^*  (10.22, 4.54) |
| *Strbp* | 2.00  (2.90, 1.38) | 1.75  (1.96, 1.55) | 2.51  (2.99, 2.10) | 6.35*^a^*  (7.75, 5.20) | 6.03*^a^*  (7.33, 4.96) | 4.39*^b^*  (6.23, 3.10) |
| *Lrrc69* | 1.77  (4.05, 0.78) | 2.23  (2.97, 1.68) | 3.34  (4.70, 2.38) | 6.07*^c^*  (7.08, 5.21) | 7.25*^c^*  (9.06, 5.80) | 4.56  (6.50, 3.20) |
| *Lyz2* | 0.34  (0.45, 0.26) | 0.35  (0.41, 0.31) | 0.37  (0.47, 0.29) | 0.39  (0.48, 0.32) | 0.45  (0.51, 0.40) | 0.21*^c^*  (0.42, 0.11) |
| *Dnajb4* | 2.03  (2.85, 1.45) | 2.16  (2.54, 1.84) | 3.22  (4.10, 2.52) | 4.87*^b^*  (6.18, 3.83) | 3.94*^c^*  (5.05, 3.08) | 2.28  (3.73, 1.39) |

Note: Data is presented as mean (range) fold change ratios. The fold change ratio range was generated using the formula 2^-ΔΔCT ± SE^. ΔCT values were compared to time point 0 using by one-way ANOVA with Dunnett’s correction for multiple comparisons: *^a^*, p <0.001; *^b^*, p < 0.01; and *^c^*, p <0.05.

# Supplementary material for: Sperm mRNA Transcripts Are Indicators of Sub-Chronic Low Dose Testicular Injury in the Fischer 344 Rat
**Source:** PLoS One. 2012 Aug 31;7(8):e44280. doi: 10.1371/journal.pone.0044280
**Supplement:** Table S4 — Time Course Experiment: Fold Change Comparisons After 3 Months of 2,5-Hexanedione Exposure

| **Table S4. Time Course Experiment: Fold Change Comparisons After 3 Months of 2,5-Hexanedione Exposure** | | |
| --- | --- | --- |
| **Transcript** | **Array** | **qRT-PCR** |
| *Clu* | -2.11 | -2.63 *a, c* |
| *Sod3* | 1.56 | 11.16 *d, c* |
| *Abi2* | 1.60 | 1.07 |
| *Vim* | 1.64 | -1.53 |
| *Strbp* | 1.65 | 2.51 *a, c* |
| *Fank1* | 1.66 | 1.68 |
| *Ift81* | 1.67 | 6.02 *d, c* |
| *Sclt1* | 1.68 | 3.57 *a, c* |
| *Tbc1d5* | 1.69 | 7.86 *d, c* |
| *Tpi1* | 1.70 | 1.68 |
| *Bag1* | 1.73 | 1.88 |
| *Ptgds* | 1.73 | 8.24 *d, c* |
| *Dnajb4* | 1.78 | 3.22 *a, c* |
| *Bfar* | 1.80 | -1.64 |
| *Tax1bp1* | 1.81 | -1.02 |
| *Phospho1* | 1.85 | -1.12 |
| *Dennd1a* | 1.87 | -1.16 |
| *Lrrc69* | 1.89 | 3.34 *c* |
| *Pim1* | 1.90 | 1.31 |
| *Bcl2l14* | 1.91 | 1.72 |
| *Lyz2* | 1.93 | -2.70 *b* |
| *Tcp10b* | 1.94 | 2.12 *b* |
| *Mfap3l* | 1.95 | 1.78 |
| *Lrrc6* | 1.97 | 4.57 *a, c* |
| *Gas2* | 2.02 | -2.74 |
| *Styxl1* | 2.07 | 2.85 *b* |
| *Dcn* | 2.09 | -2.07 |
| *Sil1* | 2.29 | 3.35 *a, b* |
| *Mtm1* | 2.37 | -1.05 |

Note:

*a* , p < 0.05 at any time point when compared to 0 via one-way ANOVA and Dunnett’s correction for multiple comparisons

*b*, p < 0.09 using student’s unpaired two-tailed t-test comparing 0 and 3

*c* , p < 0.05 using student’s unpaired two-tailed t-test comparing 0 and 3

*d*, p <0.05 at 3 months when compared to 0 via one-way ANOVA and Dunnett’s correction for multiple comparisons

How the deposited data were processed for this re-analysis (not part of the article)

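Sperm RNA of 77 rats of the Preliminary Experiment had been hybridized by the authors to Affymetrix whole-transcript rat gene arrays, 1 array per rat: 20 water, 19 HD, 18 water-recovery and 20 HD-recovery. Groups were taken from the deposited sample labels. The deposited values, given for each probe set on each array, were taken as log2 intensities from their range. The paper states that the intensities were normalized after published methods. Background correction, summarization and the version of limma are not given in the sources used here. Array medians lay between 6.51 and 6.78, no value was missing and no 2 arrays were identical (highest correlation 0.985).

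The values were used as deposited, with no filter. For HD against water and for HD-recovery against water-recovery, limma 3.58.1 in R 4.3.3 was fitted to the 2 groups alone (lmFit and eBayes), as in the paper. Storey's q-values were computed with lambda from 0.05 to 0.95 and a smoothed estimate of the share of unchanged probe sets, and the threshold was q under 0.05. The added cutoff was a fold change over 1.5. The difference of the 2 HD effects was an interaction contrast over all 4 groups, and water-recovery was also compared with water, which the paper does not report. Errors are limma's standard errors unless an SD is named.

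Gene symbols came from the platform annotation, and a gene was named only where its probe set carried 1 symbol. The genes named were the 10 largest altered changes each way at 3 months, the candidates of Table S1, the genes that the paper names for the arrays, in the other comparisons the 3 with the smallest p each way where none was altered, and up to 4 members of a list with the smallest p. The paper's tables had been read before these choices. The 20 gene lists covered sperm and spermatids, spermatocytes and meiosis, spermatogonia, Sertoli cells, Leydig cells, epididymal epithelium, leukocytes and macrophages, fibroblasts and connective tissue, smooth muscle and endothelium, erythroid cells, cilium and axoneme, tubulins, heat shock and chaperones, antioxidants, apoptosis, cell cycle, oxidative phosphorylation, ribosomal proteins, glycolysis and Sertoli-germ cell junctions. They were tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, on the brightest probe set of each gene, with Benjamini-Hochberg adjustment over the lists. List results of fits that left arrays out are given at the preset correlation only. The leukocyte and fibroblast lists were tested also without the genes of Tables S1 and S2. Means of marker lists per array were compared by 100000 permutations of the group labels, two-sided.

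Alternatives set with the design were Benjamini-Hochberg adjustment, 1 fit of all 4 groups, the replicate number as a block, the first against the second 10 replicate numbers as a factor, quantile normalization, centring of array medians, removal of dim probe sets, probe sets with a gene symbol only, array weights, eBayes with trend and robust, the first principal component as a covariate, removal of arrays that stood apart (by over 3 median absolute deviations in their median correlation with their group) and each array left out in turn. Covariates for the leukocyte marker mean and for the interquartile range of each array, the apoptosis list without the genes of Tables S1 and S2, and list tests without each array, were added later. Results were compared with 100 splits of the same arrays.

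The analysis was tested on simulated data in which 200 probe sets were shifted between HD and water: 94 of 100 shifted by 0.5 and 99 of 100 shifted by 1 were found, with 9 unchanged probe sets among 202 found. These shares need not hold for the real arrays. There 41.9% of the variance within groups lay on 1 component, and Sod3 and Ptgds did not pass at log2 fold changes of −0.70 and −0.81. The figures were drawn with Python 3.11.15. The qRT-PCR, histology and later experiments of the paper are not in the deposited table and were left out.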

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

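The test with the leukocyte covariate was chosen after the altered transcripts were known and that of the interquartile range after its result was seen; the marker lists were planned.

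Markers of leukocytes, red blood cells and connective tissue, which the paper does not discuss as such, differed between the groups. In arrays labelled HD, leukocyte and macrophage markers had a mean log2 fold change of −0.28 and erythroid markers of −0.34, and the 32 leukocyte markers outside Tables S1 and S2 of −0.21. In arrays labelled HD-recovery, fibroblast and connective tissue markers had −0.13, and those outside the 2 tables −0.10. Hbb and Cd74 had mean log2 values of 11.11 and 10.8 over all arrays; such values do not rank transcripts by abundance, since probe sets differ.

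The transcripts that were lower in arrays labelled HD may in part reflect fewer leukocytes and red blood cells beside the sperm. The paper used a lysis step against somatic cells and states that microscopy saw none. How well this step removes leukocytes was not tested. The direction, fewer of these cells, is that of the labels. If the 2 group names were exchanged, the exposed samples would hold more of these cells. With the leukocyte marker mean of each array as a covariate, the 130 altered transcripts outside the blood lists kept a median of 0.448 of their log2 fold change (quartiles 0.354 to 0.551), which falls on both sides of 0.5. How much of the difference belongs to fewer of these cells and how much to an effect of HD on the sperm or on the cells beside them cannot be told apart, because sperm RNA alone was not measured. In the water arrays the same transcripts had a median correlation of 0.75 with the leukocyte mean, against −0.11 for 1000 random unaltered transcripts, but also of 0.74 with the interquartile range of the array, so this correlation is not specific to the leukocyte markers. A wider spread of values on some arrays is argued against as the whole cause: the interquartile range of HD minus water arrays differed by −0.0020 (SE 0.041), and a difference larger by 2 SE would carry a median of 0.243 of the log2 fold changes of the 138 transcripts, by their slopes within the groups.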

How the results depend on the processing

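The leukocyte mean and interquartile range covariates, the shortened apoptosis list and the list tests without each array were chosen after the results were seen; the other settings were planned. The cause of each change below was not tested.

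All 138 transcripts altered between HD and water kept their sign under every setting that tested them. Their number was 138 with Benjamini-Hochberg adjustment, 156 with the replicate number as a replicate block (the numbers do not pair the rats: 8 of 19 pairs of equal number had a correlation over 0.1), 158 with the replicate set, 126 for named probe sets, 135 with trend and robust and 176 with the leukocyte covariate (156 higher, 20 lower), of which 14 were among the 138. It was 221 with all 4 groups in one fit, 352 after quantile normalization, 63 with array medians centred, 222 without dim probe sets, 5178 with array weights, 1462 with the first principal component, 10739 without arrays that stand apart and 1135 with the interquartile range. With a fold change over 1.5, 62 became 107 (quantile), 34 (medians centred), 275 (weights), 144 (principal component) and 382 (without arrays apart). The 23 altered candidates became 14 with medians centred. With the leukocyte covariate Mtm1 alone of those that were lower passed.

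After recovery, 0 became 527 with array weights, 47 with the principal component and 8725 without arrays apart, where 10 candidates were altered. For the difference of effects 0 became 9833, 356 and 19019, and for water-recovery against water 0 became 358 with the principal component. Leaving out the arrays apart by itself moves the groups on the first component: the HD mean went from −2.28 to −21.4 and the HD-recovery mean from 1.42 to 11.8. The water-recovery mean went from −3.88 to −10.1 and the water mean from 4.24 to 2.53.

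Without arrays apart, 27 of the 28 candidates had a positive log2 fold change after recovery, against 1 of 28 with all arrays, and those that turned positive and passed the test were Dnaaf11 (0.30), Mfap3l (0.29), Pim1 (0.30), Bcl2l14 (0.34), Abi2 (0.29), Fank1 (0.29), Ift81 (0.28), Tpi1 (0.33) and Bag1 (0.32). For HD against water the oxidative phosphorylation list went from −0.01 to −0.19 and passed. Heat shock (−0.28), ribosomal protein (−0.19), cilium (−0.15) and junction genes (−0.13) passed too. After recovery the leukocyte list turned to 0.043, or 0.030 without Tables S1 and S2. Antioxidant (0.20), cilium (0.10), tubulin (0.09) and Leydig cell genes (−0.08) passed after recovery. All these lists passed at the preset correlation, and no value with an estimated correlation is given for them without arrays apart. With the replicate block erythroid (−0.16) and tubulin genes (0.04) passed after recovery. Of the other values of named genes, 523 at 3 months and 534 after recovery kept their side of the threshold, 51 and 24 became significant and 41 at 3 months no longer were. For gene lists 96 at 3 months and 96 after recovery kept theirs, 4 and 6 became significant and 10 and 7 no longer were, among them apoptosis at 3 months without Tables S1 and S2 (−0.04).

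With each array left out in turn, the 138 ranged from 76 to 376, the 62 from 41 to 122 and the 23 candidates from 15 to 28; both recovery counts stayed at 0. The 138 became 76 without water replicate 10, 80 without water 7 or 9, 81 without HD 7, 82 without water 3, 83 without HD 2, 84 without water 2, 85 without HD 12, 86 without HD 16 or water 13, 87 without water 4, 90 without HD 9 or water 19, 91 without HD 8, HD 11 or water 20, 223 without HD 4, 251 without HD 3, 258 without water 15, 321 without water 12, 329 without HD 5 and 376 without HD 14. The 62 became 41 without HD 2, HD 12, water 7 or water 10, 94 without HD 3 or HD 4, 98 without water 15, 104 without HD 5, 115 without water 12 and 122 without HD 14. The candidates became 15 without HD 2, HD 12, water 3, water 7, water 9 or water 10. Of 27 altered named genes, 17 kept their call without each of the 39 arrays, as did 44 of all 90. For gene lists, 828 such tests at 3 months and 804 after recovery kept their side of the threshold, 23 and 32 became significant (after recovery Leydig cells in 11 of 38 fits, antioxidants in 9, tubulins in 7, spermatocytes and cilium in 2 each and apoptosis in 1) and 7 at 3 months no longer were.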

Differences from the paper's values

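The paper gives 106 annotated transcripts as higher in HD animals, and in arrays labelled HD 5 were higher. With the direction turned the number here is 85, and the 2 values are then within 1.5 times of each other. As labelled, no alternative set before the data were examined is within 1.5 times of the paper's number: 3 to 33 were higher under most, and 314 with the first principal component, 1309 with array weights and 3038 without the arrays that stood apart. With the direction turned, Benjamini-Hochberg adjustment (85), all 4 groups in one fit (114), the replicate block (102), the replicate set (99), the removal of dim probe sets (145), named probe sets only (117) and eBayes with trend and robust (83) are within 1.5 times of it, and quantile normalization (234), centred medians (37), array weights (1847), the first principal component (733) and the removal of arrays that stood apart (3069) are not.

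Of the transcripts of Table S2 that were matched by name, the paper has 71 of 77 higher in HD, and 5 were higher in arrays labelled HD. Of the matched candidates of Table S4, the paper's array column has 27 of 28 higher in HD, and 1 was higher here. With the sign turned, all 28 log2 fold changes were within 1 SE of the values in Table S4. For both numbers, no alternative set before the data were examined closes the gap as labelled.

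The paper's tables give most altered transcripts, and all candidates but clusterin, as higher after exposure. In arrays labelled HD, 133 of 138 altered transcripts were lower and Clu was higher by a log2 fold change of 1.11. Of the transcripts of Table S2 matched by name, 9 that the paper lists as altered were not altered here: Rtkn2, Eaf2, Ptprk, Ankrd36, Aebp2, S100pbp, Gli2, Rhobtb2 and Uqcrc2. All 9 passed with array weights and without the arrays that stood apart, and all but Uqcrc2 with the first principal component as a covariate. Some passed with all 4 groups in one fit (Rtkn2, Gli2 and Rhobtb2), with the replicate block (Eaf2), with the replicate set (Aebp2), after quantile normalization (Rtkn2, Ptprk, Aebp2 and Rhobtb2), without dim probe sets (Rtkn2, Eaf2, Ptprk and Aebp2) and when only named probe sets were tested (Eaf2, Aebp2 and Rhobtb2). With single arrays left out up to 6 passed (without HD replicate 14 or water replicate 12). The 5 candidates that did not pass here are not listed in Table S2 either.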

Other observations

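The test of the direction and the splits after recovery, for the difference of effects and for water-recovery were chosen after the result was seen; those of the single arrays and of the splits between HD and water were chosen before their results were seen.

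Control rats 3 months older were compared as well. Between water-recovery and water arrays limma found 0 probe sets altered (smallest q 0.38; 1905 at an unadjusted p under 0.05; 0 with Benjamini-Hochberg adjustment). With the first principal component as a covariate the number was 358, 141 higher and 217 lower. The genes with the smallest p were Hmox2-ps1 (log2 fold change 0.23), Irgm (0.17), Pla2g2d (0.20), Cep15 (−0.25), Sccpdh (−0.20) and Fbxo32 (−0.21).

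Clu was raised unevenly. In 6 of the 19 arrays labelled HD (replicates 3, 4, 5, 8, 13 and 14) its value was above all 58 arrays of the other groups, whose highest was 7.95, and it reached 11.30, 10.58 and 9.59 in replicates 5, 4 and 14; of the 6, 4 (replicates 3, 4, 5 and 14) are among the HD arrays that stood apart from their group, without which its log2 fold change was 0.63. Without HD replicate 5 its log2 fold change was 0.94 (SE 0.19, q = 0.0065 from limma). The value of 7.95 was that of HD-recovery replicate 19, which stood out in epididymal markers (below). The epididymal marker mean was 7.84, 7.31 and 7.31 in HD replicates 4, 5 and 14, against 7.39 ± 0.20 (SD, n = 19) over the HD arrays. The source of Clu was not tested.

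In 2 arrays, markers of other cells stood out. HD replicate 5 had the highest value of all arrays for 16 of 22 spermatocyte markers (mean 8.22, other arrays 6.24 to 6.88), led by Mael, Sycp2 and Hspa2, and for 22 of 37 sperm and spermatid and 7 of 18 Sertoli cell markers, so that this sample may hold germ cell RNA from before sperm release. HD-recovery replicate 19 had the highest value for 11 of 23 epididymal markers (mean 8.85, other arrays 7.13 to 7.84), with Gpx5 above the mean of the others by 4.89, and may hold epididymal epithelium. The paper pelleted epididymal pieces and used a lysis step against somatic cells, and it states that microscopy saw no somatic cells. How well these steps remove epididymal or germ cells was not tested. No other explanation was tested for these arrays.

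The direction was opposite to that of Table S2. With the sign turned the correlation was 0.994, a value that an exchange of the 2 group names as a whole and fold changes written as water over HD both give. Exchanged names run against the place of the 4 groups: in all 138 altered transcripts the HD mean lay farther than the water mean from the mean of the 2 recovery groups (median distance 0.47 against 0.08), as for Mtm1 (8.41 in HD, 9.67 in water, 9.68 in water-recovery and 9.53 in HD-recovery). The paper's qRT-PCR values at 3 months, from other rats and compared with time point 0, have the sign of its array column for all 10 transcripts that it marks with p under 0.05, which goes against reversed fold changes in the paper, while 8 of the 18 others, among them Lyz2, Gas2 and Dcn, have the sign of the labels. Age differs in both comparisons. The recovery rats were 3 months older, though 0 probe sets were altered between water-recovery and water arrays (358 with the first principal component as a covariate). The qRT-PCR rats at 3 months were older than those at time point 0 by as much, with no control of the same age. The arrays and the qRT-PCR values run opposite ways and no test here decides between them, so the 2 explanations cannot be told apart.

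Among 100 splits of the same arrays, the real one included, 3 called as many transcripts as the 138 between HD and water (highest other 4264) and 3 as many as the 62 with a fold change over 1.5 (highest other 143), so a random division of the arrays is excluded at 0.05. The counts of 0 after recovery, for the difference of effects and for water-recovery against water cannot be tested in this way, since each of the 100 splits calls at least 0 (100 of 100; highest others 13722, 6989 and 3278). Splits that call many times more transcripts than the real one point to a structure of the arrays unrelated to the groups.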
